A study of Homo sapiens with 10 samples. Its data were reported in "Conserved transcription factors promote cell fate stability and restrict reprogramming potential in differentiated cells" (2023).

How the data were processed

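Chromatin immunoprecipitation with sequencing (ChIP-seq) recovers DNA bound by a chosen protein, and a peak is a stretch of genome where the recovered reads exceed those of an input library, made from the same chromatin without the antibody step. The series held 10 samples of unchallenged human dermal fibroblasts (HDFs), primary connective-tissue cells of the skin. There were 2 libraries each for JUNB, SP7 and ZNF207 and 4 input libraries. The analysis started from the 6 peak lists of the factor libraries. The input libraries entered only through the authors' calls, and other measurements of the study were not used here.

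The authors aligned reads to GRCh38 with Bowtie2, marked duplicates with Picard and called narrow peaks in each library against an input library with MACS2, so the lists are per library and not pooled. The score deposited by the authors is 10 times the −log10 q-value, cut to a whole number. The fold enrichment over input, a ratio, and the −log10 p-value and −log10 q-value of each peak were also computed and deposited by the authors with MACS2. The largest q-value found was 0.00957, in the SP7 replicate 1 list. The JUNB replicate 2 list held 6 columns, without fold, q-value or summit, while the other lists held 10. The labels name the same input library for replicate 1 of JUNB and ZNF207, and another for replicate 2 of all 3 factors. SP7 replicate 1 was called against an input of its own. Read depth per library is not recorded in the lists and is unknown here, so a short list cannot be separated from a shallow library.

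All peak positions were compared with GRCh38 and GENCODE release 44. Peaks on chromosomes 1 to 22, X and Y (assembled chromosomes) were used. A replicated site was a merged region holding at least 1 peak of each replicate, with an overlap of at least 1 bp. Its centre was the summit of its strongest peak by score, or the midpoint where no summit was given. Overlap shares were compared with 1000 random placements of the same intervals on the same chromosome outside assembly gaps of at least 50 bp, in one-sided permutation tests whose smallest p is 0.000999. Overlaps between single libraries used 20 placements and carry no p-value. Motifs were 13 consensus sequences matched on either strand within 50 bp of the centre, and shares were compared with the same windows after shuffling their letters by two-sided Fisher's exact tests, adjusted by the Benjamini-Hochberg method over 39 factor-motif pairs. The result of 1 motif is not reported here, though it enters the counts of motifs. Sites were assigned to promoter (1 kb upstream to 100 bp downstream of a transcription start site), 5′ UTR, 3′ UTR, other exon, intron or intergenic sequence, in that order, with two-sided permutation tests adjusted over 18 comparisons. Core-promoter-bound genes were protein-coding genes with a site centre in that promoter window, and their overlap between factors was tested by two-sided Fisher's exact tests over the 16416 protein-coding genes of chromosomes 1 to 18, the chromosomes present in every list.

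Satellite-like sequence was measured around each centre in 1 kb, by both of the following measures. A tandem repeat had at least 60% of bases identical to the base one period away, at the best period from 100 to 250 bp. A CENP-B box, a short motif of alpha satellite DNA (the repeat of human centromeres), was allowed 1 mismatch. Positions were read in blocks of 100 bp. A site meeting either measure was removed where satellite-like sites are said to be removed. That reading was chosen after the CENP-B and tandem repeat shares had been seen to differ.

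Peaks within a list are not replicates, so tests over sites describe these libraries. With 2 libraries per factor, an exact permutation test of 2 against 2 cannot give a two-sided p under 0.333, and no factor was tested against another at library level. Means are given with the SD over 2 libraries, and shares of single libraries with 95% Wilson intervals, which cover counting error only. Genes were named from 16 fixed before the data were examined, comprising target genes and the factor genes of the study. Replicated sites were ranked by the value in the weaker replicate, by fold, or by score for JUNB. The first 3 per factor were listed, and only the first of each factor is named here.

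Alternatives were a stricter cutoff (−log10 q of at least 5, a score of 50), all sequences, removal of satellite-like sites, lists of equal length, other definitions of replicated and shared sites (50% reciprocal overlap, or centres within 100 bp), circular shifts, the replicate block, the union of both replicates, other motif backgrounds and windows, other annotation choices, other satellite settings and each replicate left out. They were fixed before the data were examined, apart from the restriction to chromosomes 1 to 18 and the reading of satellite-like sites described above. The 50% reciprocal agreement used 100 placements. On simulated lists with 41.06% of 4067 intervals planted on another list, 41.11% were recovered, and 3 of 100 unrelated lists passed the threshold of 0.05. On 4133 simulated windows with the AP-1 motif planted in 10.08%, 10.04% were recovered, and 0 of 65 unrelated motif tests passed. The unrelated lists and windows were drawn in the same way as their backgrounds. They thus check the calculation, and not whether placements or shuffled letters are a fair background for real sites. The scripts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.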

Results

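To characterize where JUNB, SP7 and ZNF207 bind the genome of unchallenged HDFs, peak lists from 2 ChIP-seq libraries per factor were examined. JUNB is a subunit of the AP-1 transcription factor, while SP7 and ZNF207 are zinc-finger proteins. The JUNB lists held 91196 peaks in replicate 1 and 120225 in replicate 2 (mean 105710 ± 20527 SD, n = 2). The SP7 lists held 19169 and 4067 peaks (11618 ± 10679 SD, n = 2), and the ZNF207 lists held 4135 and 17653 (10894 ± 9559 SD, n = 2). The longer list was thus 4.62 times the shorter for SP7 and 4.27 times for ZNF207 on the assembled chromosomes, with the longer list in replicate 1 for SP7 and in replicate 2 for ZNF207. The replicate 2 lists of all 3 factors held peaks on chromosomes 1 to 18 only. In the replicate 1 lists, 8.87% of JUNB, 16.5% of SP7 and 5.63% of ZNF207 peaks lay outside those chromosomes. Median peak width ranged from 126 bp in SP7 replicate 1 to 311 bp in JUNB replicate 2.

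**Figure D1:**
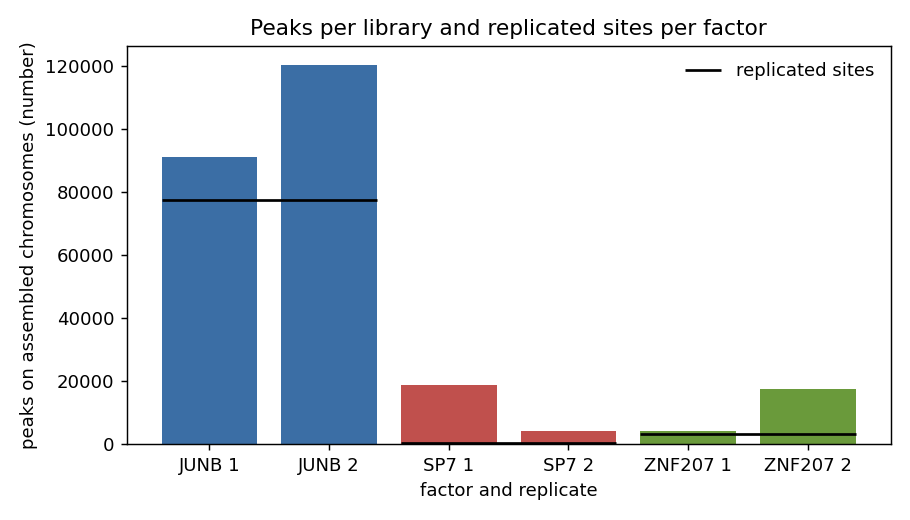
Number of peaks on assembled chromosomes (vertical axis) for each factor and replicate (horizontal axis), as bars, with a black line over each pair of bars at the number of replicated sites. The lines stand at 77407 sites for JUNB, 249 for SP7 and 3096 for ZNF207.

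The first comparison asked how far replicates of one factor found the same sites. JUNB had 77407 replicated sites, ZNF207 had 3096 and SP7 had 249. For JUNB, 86.9% of the shorter list overlapped the longer one, against 3.003% for random placements. For ZNF207 the share was 77.1%, against 0.293%. For SP7 it was 6.20%, against 0.212%. All 3 shares exceeded all 1000 placements (one-sided permutation p = 0.000999, adjusted p = 0.000999, the smallest the placements can give). Lists of equal length gave 62.7% for JUNB, 40.3% for ZNF207 and 1.402% for SP7, and 50% reciprocal overlap gave 77.2%, 31.3% and 2.9998%. Removal of satellite-like sites gave 14.9%, but of replicate 1, which was then the shorter list with 1533 peaks, so that value does not compare with the 6.20% of replicate 2. On the chromosomes present in every list, the shares were 95.3% for JUNB and 81.7% for ZNF207. Across replicated sites, the rank correlation of peak strength between replicates was 0.848 for JUNB by the authors' score, 0.170 for SP7 and 0.124 for ZNF207 by the authors' fold enrichment (Pearson's r of log2 values 0.831, 0.224 and 0.133). These correlations run across sites, which are not independent replicates.

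The second comparison asked how often the factors occupied the same sites. Of the ZNF207 replicated sites, 99.3% were shared with JUNB, against 2.47% for random placements, and 3.95% of JUNB sites were shared with ZNF207, against 0.1001%. Of the 249 SP7 sites, 65.1% were shared with JUNB (placements 2.34%) and 14.9% with ZNF207 (placements 0.0912%). In the other direction, 0.209% of JUNB sites and 1.20% of ZNF207 sites were shared with SP7. Each of the 6 shares exceeded all of its placements (one-sided permutation p = 0.000999, adjusted p = 0.000999). One library decided the SP7 value. With replicate 1 alone standing for SP7, 1.58% of its peaks were shared with JUNB sites, and with replicate 2 alone, 87.3%. The cut to lists of equal length left 57 SP7 sites, of which 0 were shared with JUNB. Placements gave 0.137%, so 57 sites are too few to tell 0 from chance.

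**Figure D2:**
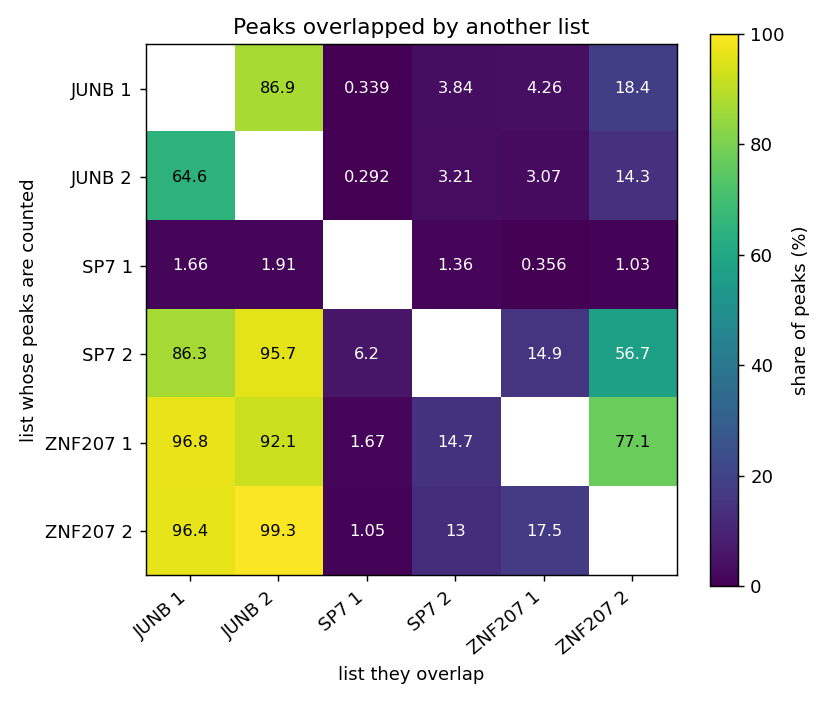
Share of the peaks of each list (rows) that overlapped a peak of another list (columns) by at least 1 bp, in percent, with the value written in each cell. SP7 replicate 2 overlapped JUNB replicate 2 at 95.7%, while SP7 replicate 1 overlapped it at 1.91%.

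Single libraries gave the same split. JUNB replicate 2 overlapped 95.7% (95% Wilson interval 95.1 to 96.3%) of SP7 replicate 2 peaks and 1.91% (1.73 to 2.12%) of SP7 replicate 1 peaks, where random placements gave 2.02%. ZNF207 replicate 2 overlapped 56.7% (55.1 to 58.2%) of SP7 replicate 2 peaks, more than the 6.20% (5.50 to 6.98%) overlapped by SP7 replicate 1. For ZNF207, JUNB replicate 1 overlapped 96.8% (96.2 to 97.3%) of replicate 1 peaks and 96.4% (96.1 to 96.6%) of replicate 2 peaks.

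The third comparison asked which transcription factor motifs lay at the sites. The AP-1 consensus TGASTCA (S is C or G) was found at 26.3% of JUNB sites, against 1.03% of shuffled windows, at 16.3% of ZNF207 sites, against 1.32% (Fisher's exact test, adjusted p = 7.03e-110), and at 10.4% of SP7 sites, against 0.803% (adjusted p = 5.04e-06). Of the alternatives that kept both replicates, a window of 100 bp on each side moved the JUNB share most, to 34.7%. In single libraries the AP-1 share was 35.0% and 25.0% for JUNB and 12.7% and 20.9% for ZNF207. For SP7 it was 0.378% and 26.1%, where the SD over the libraries (18.2 points) exceeded the mean (13.2%, n = 2). JUNB replicate 2 windows were centred on peak midpoints, since that list held no summits, and replicate 1 windows on summits. The JUNB shares of the libraries are thus not like measures. Replicated JUNB sites were centred on midpoints too where replicate 2 held the stronger peak, which affects every motif counted there. The consensus TTCYNRGAA (Y is C or T, R is A or G, N is any base), which STAT proteins recognize, was found at 4.02% of SP7 sites, against 0% of shuffled windows (Fisher's exact test, adjusted p = 0.00386). This rested on 10 sites. Once satellite-like sites were removed, the SP7 share was 0.450%, against 0.901% of shuffled windows. The STAT share was 30.9% (30.2 to 31.5%) of SP7 replicate 1 peaks and 1.72% (1.36 to 2.17%) of SP7 replicate 2 peaks, and from 1.71% to 2.13% in the JUNB and ZNF207 lists. The GC box GGGCGGRR was found at 22.9% of SP7 sites, against 12.05% (Fisher's exact test, adjusted p = 0.00417), and in 0.558% and 10.8% of SP7 replicate 1 and 2 peaks. With the stricter cutoff it was at 21.6%, against 13.6%, which did not pass the threshold (Fisher's exact test, adjusted p = 0.218).

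**Figure D3:**
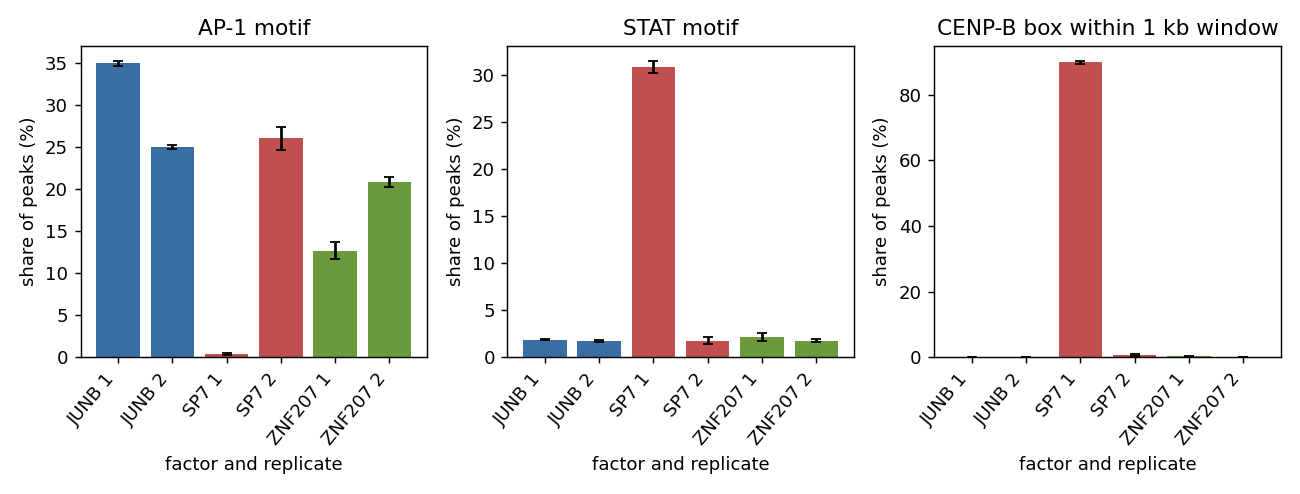
Share of peaks in each library (vertical axes, percent) with the AP-1 motif, with the STAT motif, and with a CENP-B box in the surrounding 1 kb, by factor and replicate (horizontal axes), with 95% Wilson intervals as error bars. SP7 replicate 1 stands apart in all 3 panels, at 0.378%, 30.9% and 89.9%. JUNB replicate 2 was centred on peak midpoints, the other lists on summits.

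Motifs of factors used for reprogramming were also counted at JUNB sites. The KLF4 consensus CCMCRCCC (M is A or C) was found at 3.30%, against 1.59% of shuffled windows (Fisher's exact test, adjusted p = 6.12e-107), but against 3.13% of windows 1 kb away (Fisher's exact test, adjusted p = 0.0400). TBX5 was below the shuffled windows, at 0.431% against 0.596% (Fisher's exact test, adjusted p = 1.99e-05), as was MYC, at 1.22% against 1.59% (adjusted p = 4.91e-09). The MYC difference depended on the background, since windows 1 kb away held the consensus at 0.999%. With lists of equal length, which left 2546 JUNB sites, it was 0.864% against 1.02%, not past the threshold. MEF2 did not differ from shuffled windows, at 2.11% against 2.23% (Fisher's exact test, adjusted p = 0.177), but its call too depended on the background, which was 1.17% with dinucleotides preserved and 2.53% in windows 1 kb away. Of the 13 motifs, 6 were enriched and 4 depleted at JUNB sites, 5 enriched and 0 depleted at SP7 sites (0 depleted at an unadjusted p under 0.05 as well), and 5 enriched and 1 depleted at ZNF207 sites.

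The fourth comparison placed the sites relative to genes. Promoters held 10.5% of JUNB sites, against 4.35% of placements, 9.82% of ZNF207 sites, against 4.30%, and 50.6% of SP7 sites, against 4.40% (two-sided permutation p = 0.00200, the smallest the placements can give, and adjusted p = 0.00360 for each). Introns held 58.1% of JUNB, 57.9% of ZNF207 and 16.5% of SP7 sites. The SP7 share again differed between libraries, with promoters holding 1.66% (1.49 to 1.85%) of replicate 1 peaks and 24.2% (22.95 to 25.6%) of replicate 2 peaks. Core promoters of 4829 protein-coding genes held a JUNB site, those of 229 genes a ZNF207 site and those of 121 genes an SP7 site. Of the 229 ZNF207 genes, 217 were also JUNB genes, against 67.4 by chance (odds ratio 45.4, Fisher's exact test, adjusted p = 2.61e-99). Of the 121 SP7 genes, 82 were JUNB genes, against 35.6 by chance (odds ratio 5.11, Fisher's exact test, adjusted p = 4.40e-18). The size of both depended on the library, since with one replicate left out they ranged from 15.3 to 237 and from 3.96 to 23.7, each highest without JUNB replicate 1. JUNB replicate 1 alone bound 5814 core promoters and replicate 2 alone 8173.

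Of the 16 genes fixed by name, 6 had a replicated JUNB site in the core promoter and 0 had a replicated SP7 or ZNF207 site. At MEF2C (chromosome 5, 88717117 to 88904257, minus strand), the strongest promoter peak spanned 88785131 to 88786436 in JUNB replicate 1, with a score of 650, and 88784990 to 88786617 in replicate 2, with a score of 1623. At TAGLN (chromosome 11, 117199370 to 117207464, plus strand), the peak spanned 117199145 to 117199366 in replicate 1, with a score of 97, and 117199052 to 117199538 in replicate 2, with a score of 353. The other 4 were NCEH1, HSPB3, TPP1 and OLFML3. JUNB lies on chromosome 19, which only the replicate 1 lists cover.

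Among replicated sites, the strongest JUNB site in the weaker replicate lay on chromosome 3 (16124428 to 16125254) in an intron of a non-coding gene, 49839 bp from GALNT15, with scores of 3652 and 3687. The strongest SP7 site lay on chromosome 5 (138352316 to 138352888) in the promoter of KDM3B, with fold enrichments of 23.7 and 23.5. The strongest ZNF207 site lay on chromosome 8 (66129820 to 66130250) in an intron of TRIM55, with fold enrichments of 9.07 and 9.28.

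The last comparison measured satellite-like sequence. A CENP-B box lay near 9.24% of SP7 replicated sites, against 1.78% of placements (one-sided permutation p = 0.000999, adjusted p = 0.00599), and near 0 of the 77407 JUNB and 0 of the 3096 ZNF207 sites. In the SP7 libraries it lay near 89.9% (89.5 to 90.4%) of replicate 1 peaks and 0.688% (0.477 to 0.993%) of replicate 2 peaks. Tandem repeats held 16.3% and 0.221% of the same peaks. Among the tandem repeats of SP7 replicate 1, 88.7% had their best period at 171 bp. Of the 16913 peaks of that list near a CENP-B box, 20.5% were on chromosome 1, 13.2% on chromosome 20 and 11.8% on chromosome 13. Removal of satellite-like sites left 1533 of its 18805 peaks on assembled chromosomes.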

Values the study reported

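The study reported 91,196 replicated binding sites for JUNB, 19,169 for SP7 and 4135 for ZNF207. It reported that 97% of ZNF207 binding sites in open chromatin were co-occupied by JUNB, and that under 2% of SP7 sites in closed chromatin were.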

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

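The tests in this part were chosen before their values were seen. The comparisons above left out peaks on sequences outside the assembled chromosomes, and 2 lists held more of them than the 3 that a count of 0 allows. SP7 replicate 1 held 364 such peaks and JUNB replicate 1 held 58, both signals in data that the comparisons do not use. The first technical explanation tested was alpha satellite sequence under the sites. A CENP-B box lay near 45.3% of the SP7 peaks on those sequences, short of the majority that this explanation needs as the whole cause, though well above the 1.78% of placements of replicated sites. Short sequences hold less than 1 kb around many centres, which lowers the chance of meeting a box, and how far was not tested. Among the JUNB peaks on those sequences, 0% lay near a CENP-B box, which argues against alpha satellite there. No biological explanation was tested for either list, and copies of assembled sequence that share reads stay open.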

How the results depend on the processing

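The restriction to chromosomes 1 to 18 was chosen after the data were seen. Of its 12 values, 0 changed direction or side of the threshold. Replicated sites all lay on those chromosomes, since the replicate 2 lists held no peaks elsewhere. The site counts and the shares between factors thus could not change, and only the replicate agreement was put to a test. Of 372 values under the 21 alternatives that kept both replicates, 320 kept their direction and side of the threshold. Counts had to stay within 1.5 times, and correlations within the 95% interval. Of the rest, 28 moved, 11 were weaker, 1 was stronger and 12 reversed. Some of the 320 could not change, such as CENP-B shares under other tandem repeat settings and replicated sites with all sequences. The 320 thus overstates how much was tested. The share of ZNF207 sites with JUNB stayed above placements throughout, from 47.3% to 99.3%, and AP-1 at JUNB sites ranged from 25.9% to 34.7%. For the changes below, the cause was not tested unless stated.

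With the stricter cutoff, fewer peaks entered by construction. SP7 replicate 1 kept 12034 peaks and ZNF207 replicate 1 kept 2414, replicated sites numbered 125 for SP7 and 1813 for ZNF207, and core-promoter-bound genes 62 and 129. The STAT (3.20%), GC box (21.6%) and tandem repeat (2.40%) shares of SP7 sites were no longer past the threshold, MEF2 at JUNB sites reversed at 2.13% without passing it, and the rank correlations were 0.845 for JUNB and 0.311 for SP7. Removal of satellite-like sites left 1533 peaks in SP7 replicate 1, reversed the STAT share of SP7 sites (0.450%) and gave a correlation of 0.300 for SP7.

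Lists of equal length held only the strongest peaks of each library. Replicated sites fell to 2546 for JUNB, 57 for SP7 and 1576 for ZNF207, and core-promoter-bound genes to 112, 11 and 75. The shares of JUNB sites with SP7 and of SP7 sites with JUNB are labelled reversed at 0%, as are AP-1 at SP7 sites (0%) and the odds ratios of shared genes of SP7 with JUNB and with ZNF207 (0 each), but 57 sites and 11 genes are too few to give a direction. TBX5 at JUNB sites reversed at 0.550% without passing the threshold. The GC box (14.04%, against 8.77%) and the tandem repeat share (3.51%, against 0.365%) of SP7 sites and MYC at JUNB sites (0.864%, against 1.02%) no longer passed it. STAT was no longer past the threshold at SP7 sites (10.5%) or ZNF207 sites (1.52%). Rank correlations were 0.378 for JUNB and 0.626 for SP7.

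Under 50% reciprocal overlap, replicated sites numbered 122 for SP7 and 1292 for ZNF207, core-promoter-bound genes 67 and 93, and the STAT share of SP7 sites was 3.28%, not past the threshold. The union of both replicates gave 9062 core-promoter-bound genes for JUNB, 912 for SP7 and 1959 for ZNF207, and the outermost 5′ end alone gave 2591 for JUNB and 112 for ZNF207. With all sequences, the STAT share of SP7 sites stayed at 4.02% while its shuffled background drew 0.803%, and it was not past the threshold. A dinucleotide-preserving shuffle left that share (4.02%) not past the threshold and reversed MEF2 (2.11%, against 1.17%) and MYC (1.22%) at JUNB sites. Genomic windows 1 kb away reversed STAT at SP7 sites (4.02%) and MYC at JUNB sites (1.22%), and put MEF2 (2.11%, against 2.53%) past the threshold as depleted. By −log10 q, the rank correlation was 0.0526 for SP7 and 0.218 for ZNF207.

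With the replicate number as a replicate block, the shares between same-numbered libraries averaged 48.7% for SP7 with JUNB, 28.5% for SP7 with ZNF207, 98.0% for ZNF207 with JUNB, 7.34% for ZNF207 with SP7, 9.27% for JUNB with ZNF207 and 1.78% for JUNB with SP7, and no call changed. The average for SP7 with JUNB joined 1.66% in replicate 1 (placements 1.55%) and 95.7% in replicate 2 (placements 2.66%). Its excess over placements thus came mostly from the replicate 2 pair. The numbers do not pair the samples by list length, since replicate 2 had the longer list for JUNB and ZNF207 and the shorter for SP7.

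Leaving out one replicate, so that the other list stood for its factor, gave values with no test. Sites ranged from 91138 to 120225 for JUNB, 4067 to 18805 for SP7 and 4133 to 17653 for ZNF207, and core-promoter-bound genes from 5814 to 8173, 185 to 852 and 356 to 1844. Shares ranged from 0.170% to 4.55% for JUNB with SP7, 2.57% to 21.5% for JUNB with ZNF207, 1.58% to 87.3% for SP7 with JUNB, 0.298% to 49.0% for SP7 with ZNF207, 91.0% to 99.9% for ZNF207 with JUNB and 0.691% to 19.6% for ZNF207 with SP7. AP-1 ranged from 25.0% to 35.0% at JUNB, 0.378% to 26.1% at SP7 and 12.7% to 20.9% at ZNF207 sites. In the same order, STAT ranged from 1.71% to 1.88%, 1.72% to 30.9% and 1.76% to 2.13%. The JUNB libraries also differed in centring, on summits in replicate 1 and midpoints in replicate 2. Promoter shares ranged from 10.9% to 12.002% for JUNB, 1.66% to 24.2% for SP7 and 10.9% to 14.2% for ZNF207, and CENP-B shares from 0% to 0.00110%, 0.688% to 89.9% and 0.00566% to 0.242%. Odds ratios of shared genes ranged from 15.3 to 237 for JUNB with ZNF207, 3.96 to 23.7 for JUNB with SP7 and 8.001 to 10.7 for SP7 with ZNF207. For SP7, AP-1 (0.378%), the GC box (0.558%) and the promoter share (1.66%) reversed without replicate 2, and the CENP-B (0.688%) and tandem repeat (0.221%, against 16.3% without replicate 2) shares reversed without replicate 1. Read depth is unknown, which limits any reading of list length.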

Other observations

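The tests of SP7 binding in both replicates, of the input library, of a single mislabelled library and of removed peak numbers were chosen after the result was seen, as were the count by chromosome, the overlap of SP7 replicate 2 with JUNB as evidence on list length and the repeat at JUNB replicate 1 summits. The test of AP-1 within groups of JUNB score was chosen after the AP-1 shares of whole lists had been seen, but before its own value. The others were chosen before.

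SP7 had 249 replicated sites. That is lower than the value quoted from the study above. The JUNB replicate 1 list held 91196 peaks, the SP7 replicate 1 list 19169 and the ZNF207 replicate 1 list 4135. Each equals the value quoted above for its factor, so the quoted counts match the replicate 1 lists by themselves. The share of SP7 replicated sites with JUNB was 65.1%. That is higher than the value quoted from the study above, which was for closed chromatin. With replicate 1 alone, the list whose count matches, the share was 1.58%, within the range quoted above, though all sites were used here and chromatin state was not analysed here.

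The STAT-like motif at SP7 sites may come from alpha satellite sequence. Of the 5804 SP7 replicate 1 peaks with the consensus, 99.3% were satellite-like, and outside satellite-like sequence the share was 2.80% (95% Wilson interval 2.09 to 3.76%), near the 1.88% and 1.71% of the JUNB lists. A stronger form, that the consensus is as common in all alpha satellite as at the peaks, was not met exactly. Random windows near a CENP-B box outside the peaks held it at 31.4% (30.7 to 32.1%), against 34.0% (33.3 to 34.7%) at the peaks, and the peaks had the higher share on 13 of 17 chromosomes with at least 100 such peaks. Satellite copies resemble each other, so these intervals are too narrow by an unknown amount. The satellite background thus held most of the share, and a small excess stays open.

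The placement of SP7 replicate 1 in alpha satellite has several candidate explanations. Binding of SP7 there that both replicates detect is argued against by SP7 replicate 2, where 0.688% of peaks lay near a CENP-B box, below the 1.66% of its placements. Weak calls near the threshold as the whole cause are argued against by the strongest 10% of the SP7 replicate 1 peaks, of which 67.8% lay near a box. The share was higher in the weakest 10%, at 89.9%, so a part played by weak calls stays open. The input library used for calling cannot be told apart from the library itself, since only 1 of the lists analysed was called against that input. A single mislabelled library cannot be told apart either. No list of another factor overlapped more than 1.91% of these peaks, and SP7 replicate 2 overlapped 1.36%, but a library from outside the lists analysed would leave no trace here. SP7 binding seen in replicate 1 alone also stays open and untested.

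Few sites were shared between SP7 replicate 1 and JUNB, and depth or list length was tested as the cause. The strongest 10% of SP7 replicate 1 peaks was overlapped by JUNB replicate 2 at 1.01% and the weakest 10% at 2.87% (Fisher's exact test, p = 4.29e-05), so the strongest peaks were not shared more often. Placements of the whole list gave 2.02%, so shares this low may be chance overlap. The shorter SP7 list, replicate 2, was overlapped by JUNB replicate 1 at 86.3%, which argues against list length.

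The unequal lengths of lists of one factor could come from labels swapped between SP7 and ZNF207 libraries. SP7 replicate 2 did overlap ZNF207 replicate 2 (56.7%) more than SP7 replicate 1 (6.20%). A swap also needs a ZNF207 library out of place. ZNF207 replicate 2 overlapped 77.1% of ZNF207 replicate 1 peaks, and SP7 replicate 1 overlapped 1.67%. SP7 replicate 1 overlapped no more than 6.20% of any other list, so this comparison could hardly favour a swap. A high overlap with ZNF207 replicate 2 was also not particular to ZNF207, given the 56.7% of SP7 replicate 2. A swap is thus not decided, and one wrong label among the SP7 libraries stays open.

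The co-occupancy of ZNF207 and JUNB sites was tested against a shared input library. On chromosomes 1 to 18, differently numbered libraries, called against different inputs, overlapped at 96.4% or more, and same-numbered libraries were higher for ZNF207 replicate 2 by 2.93 points and not for replicate 1. This argues against the shared input as the cause. ZNF207 peaks at JUNB sites by way of the AP-1 motif were tested next. Within 10 equal groups of JUNB sites by score, those with a ZNF207 site held AP-1 less often, by a difference of -19.3 points (95% interval -20.7 to -17.9), with the same direction in all 10 groups and at JUNB replicate 1 summits (-28.9 points). ZNF207 sites lay mostly at the strongest JUNB sites, covering 23.1% of the strongest group and 0.297% of the weakest. A candidate explanation is signal common to accessible chromatin, which was not tested since accessibility was not analysed here. Another is contact between the proteins. The paper reports that ZNF207 immunoprecipitated from HDFs interacted with JUNB, and proposes that JUNB might help to recruit it. The motif test does not address such contact, which was not tested here.

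The replicate 2 lists held 0 peaks past chromosome 18. Up to the highest number in each of these lists, 0 peak numbers were missing. Removal of peaks after calling with the peak numbers kept would leave no gap if the removed peaks were numbered last. The numbering order was not examined, so the count does not decide on such removal. A restriction before or during calling, or renumbering, stays open as well.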
